A study of Mus musculus with 50 samples. Its data were reported in "Single cell analysis reveals distinct immune landscapes in transplant and primary sarcomas that determine response or resistance to immunotherapy" (2020).

How the data were processed

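Bulk RNA sequencing was performed on 50 libraries from mouse sarcomas, of which 48 were tumors in 8 groups and 2 were single libraries of a line called 402230. The tumors were p53/MCA sarcomas, which arise in the gastrocnemius muscle after local deletion of Trp53 by a Cre-expressing adenovirus and injection of the carcinogen 3-methylcholanthrene (MCA). Primary tumors arose in this way in the mouse from which they were sampled. Transplant tumors grew from a cell line, made from an untreated primary sarcoma, that had been injected into the same muscle of mice of the same 129/SvJae background. Tumors received 0 or 20 Gy of focal radiation and either an antibody that blocks the checkpoint receptor PD-1 or an isotype control antibody, and were harvested 3 days after treatment. Each of the 4 treatments had 8 primary and 4 transplant libraries. Groups were taken from the sample labels, and replicate numbers were given in accession order, so that they name a library and pair nothing. The 2 libraries of line 402230, one labelled as the parental primary tumor and the other as the cell line, had no replicate and entered no comparison between groups. Values set beside them were scaled over all 50 libraries, so levels of tumors there differ slightly from those scaled over the 48 tumors.

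Per the labels and the study's methods, the authors captured polyadenylated RNA with oligo-dT beads, prepared stranded libraries with a KAPA kit and sequenced paired ends. The authors trimmed reads with Trimmomatic, aligned them with STAR to the mm10 mouse genome and counted them per gene of GENCODE release M17 with the HTSeq method inside STAR. The deposited values were raw whole-number read counts, one table for the series, with no normalization and no pooling of replicates. The strand setting of the counting was not stated, so counts of overlapping and antisense genes are uncertain. Counting of uniquely placed reads also leaves counts of near-identical family members, such as the Ifit, Slfn, Ly6, Klra and Prl families, uncertain. Oligo-dT capture leaves out most RNA without a poly(A) tail. The authors tested differences with DESeq2 and pathways with gage on Gene Ontology terms. The gage analysis, the deconvolution into cell types, the exome data and the single-cell data of the study were not analysed here.

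The table held 37469 gene identifiers, of which 37408 were matched to a symbol in GENCODE release M21, which gives coordinates on GRCm38, the assembly also called mm10. The match ignored the version number of the identifier, and 35419 identifiers matched with their version. Total counts per tumor library ran from 31810461 to 54008259. The 10 most abundant genes took 5 to 15.2% of a library. Pairs of libraries of one group were compared to look for a library deposited more than once: over 136 pairs, the lowest chi-square per degree of freedom was 93.6 and Spearman's rho ran from 0.847 to 0.986, so no pair differed as little as sampling noise would give.

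Differences between groups were tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, which left 19327 genes, and libraries were scaled with TMM factors. One quasi-likelihood model with robust dispersion estimates was fitted to the 48 tumor libraries with a mean per group and no covariate, so that the 8 groups shared one estimate of the spread. The study's methods state a negative binomial model of raw counts. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p under 0.05 were counted as different. The 15 comparisons were transplant against primary tumors under each treatment, radiation, anti-PD-1 and their combination within each tumor model, anti-PD-1 at 20 Gy within each model, and the interactions of radiation, anti-PD-1 and the combination with the tumor model. Levels are given as CPM, counts scaled by the TMM-adjusted library total, and standard errors of log2 fold changes came from the fitted model. The test was tried on simulated counts for the same 19327 genes, of which 200 were changed, 100 by a log2 change of 1 and 100 by a log2 change of 2. At a log2 change of 2, 91% of the changed genes were recovered in a simulation of untreated transplants against untreated primary tumors, 96% for radiation in primary tumors and 74% for radiation in transplants. At a log2 change of 1 the shares were 21%, 40% and 9%. Over both sizes of change, 5 of 117, 5 of 141 and 3 of 86 calls were false. Changed genes were drawn from those with a mean above 1 CPM. Each gene was simulated independently with the trended dispersion, the same in all groups. Variation shared among genes, such as that of muscle, was left out. The shares hold for these settings and do not give the error rate in the real libraries.

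The comparisons, tests, gene lists, most alternatives and the rule for the genes named in the text were fixed before the data were examined. The rule named Trp53, the genes of the lists and of the study, Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. It also named, for each comparison of a pair of groups, up to 5 genes with the largest positive and up to 5 with the largest negative log2 fold change among genes past the threshold that had an average log2 CPM of at least 2 and no overlap between the groups. Predicted genes and pseudogenes were skipped, and one gene the rule named is not reported here. Of the genes past the threshold with that average level, 609 of 1082 had no overlap for untreated transplants against primary tumors, 245 of 2409 for radiation in primary tumors and 286 of 294 for radiation in transplants. With 4 libraries against 8, chance leaves no overlap for 0.404% of genes, with 8 against 8 for 0.0155% and with 4 against 4 for 2.86%.

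Marker genes were tested as 22 lists: T cells, activated CD8 T cells, NK and cytotoxic cells, regulatory T cells, B and plasma cells, macrophages, anti-inflammatory macrophages, neutrophils, dendritic cells, interferon response, MHC class I presentation, MHC class II presentation, TGF-beta pathway, p53 targets, cell cycle, synapse and axon, peripheral nerve glia, extracellular matrix, endothelium, skeletal muscle, adipose tissue and red blood cells. The lists held 4 to 12 genes each, every gene was tested, and 0 genes were in another list. A library's list value was the mean log2 CPM of the list's genes with a prior count of 2, so the library was the replicate. Lists were compared with an exact two-sided permutation test in 7 comparisons, which gave 154 tests adjusted together by the Benjamini-Hochberg method, and with limma's fry on voom values as the alternative. With 4 libraries against 4 the smallest p this test can give is 0.0286, with 4 against 8 it is 0.00202 and with 8 against 8 it is 0.000155. A set of 38 study genes, of which 30 are also members of the lists, had been named in the study from its single-cell data, not from these libraries, and were counted after adjustment over all genes and over the list alone.

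Shares of variance were computed on the 500 most variable genes as the ratio of sums of squares, with 100000 permutations of the libraries. A gene was counted as detected in a library at 1 CPM or more. The distance of each library to the mean of its group was taken over all tested genes in log2 CPM, scaled by the square root of n/(n - 1) so that groups of 4 and 8 are comparable, and compared with 100000 permutations. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

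The alternatives were RLE size factors, no low-count filter, a fit of only the groups compared, DESeq2 1.42.0, limma 3.58.1 with voom and group quality weights, the library labelled parental tumor added to the untreated primary group, prior counts of 0.5 and 5, other numbers of variable genes, other detection limits, thinning to the smallest library total, medians of lists, fry, and leaving out each transplant library in turn. Primary groups had 8 libraries and were not reduced in this way. The library labelled cell line added to the untreated primary group, the skeletal muscle list as a covariate, Xist and Y-linked genes as covariates and the removal of each library's trend on gene length were added after the data had been seen. For single genes, ranges of adjusted p over the alternatives covered RLE, no filter, the groups compared, DESeq2, limma voom and transplants left out. They did not cover the settings that added a library of line 402230 or a covariate, or removed the length trend. RLE size factors moved the median log2 fold change of all genes by at most 0.0503 from that with TMM in the 15 comparisons. No processing batch was stated in the labels for the 48 tumors. The 2 libraries of line 402230 carried a single index barcode, whereas the 48 tumors carried dual ones, so they were prepared or sequenced apart from the tumors as far as the labels show.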

Results

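Gene expression was measured by bulk RNA sequencing in 48 whole p53/MCA sarcomas 3 days after treatment. The design crossed the tumor model (16 transplants and 32 primary tumors), radiation (0 or 20 Gy) and antibody (anti-PD-1 or isotype control), with 4 transplant and 8 primary libraries per treatment. The study set out to find differences between transplant tumors, which were cured by radiation with anti-PD-1, and primary tumors, which were resistant. Untreated tumors, here those given 0 Gy and the isotype antibody, were the control of radiation alone, anti-PD-1 alone and the combination, and tumors given 20 Gy and the isotype antibody were the control of anti-PD-1 at 20 Gy.

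Total counts per library averaged 43075551 ± 2317194 (SD, n = 4) in untreated transplants and 42440502 ± 3687441 (n = 8) in untreated primary tumors. After 0 Gy and anti-PD-1 they averaged 47089682 ± 6632099 (n = 4) in transplants and 43103080 ± 4963486 (n = 8) in primary tumors. After 20 Gy and isotype they averaged 42598336 ± 7228071 (n = 4) and 38501101 ± 4782125 (n = 8), and after 20 Gy and anti-PD-1 they averaged 40059421 ± 2325464 (n = 4) and 40775184 ± 5456669 (n = 8). The smallest library had 31810461 counts and the largest 54008259. Relative to these totals, without TMM scaling, a gene at 1 CPM rests on at least 31.8 counts in every tumor library.

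Trp53 (chromosome 11, 69580359 to 69591873, + strand, ENSMUSG00000059552.13), the gene deleted in the model, was read first. Its level ran from 4.28 to 5.94 log2 CPM over the 48 tumors. In untreated transplants it stood at 30.9 ± 5.26 CPM (SD, n = 4) against 24.4 ± 2.95 (n = 8) in untreated primary tumors, a log2 fold change of 0.34 (SE 0.213) that did not pass the threshold (edgeR adjusted p 0.33). A gene count does not show which exons were read, and whole tumors hold cells in which the gene was not deleted, so this level does not test the deletion.

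Whether tumor model or treatment separated the transcriptomes was examined on the 500 most variable genes. Tumor model accounted for 21.6% of the variance (permutation p 1e-05, the smallest that 100000 permutations can give), dose for 4.44% (permutation p 0.033) and antibody for 1.26% (permutation p 0.55). With all tested genes, the alternative that moved it most, the share of tumor model was 15.9%. Within primary tumors dose accounted for 7.71% (permutation p 0.041) and antibody for 1.85% (permutation p 0.78). Within transplants dose accounted for 6.93% (permutation p 0.34) and antibody for 6.34% (permutation p 0.37). These 7 shares were tested without adjustment. The first principal component held 44.1% of the variance, of which tumor model accounted for 24.3%, and the second held 16.7%, of which tumor model accounted for 63.2%.

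**Figure D1:**
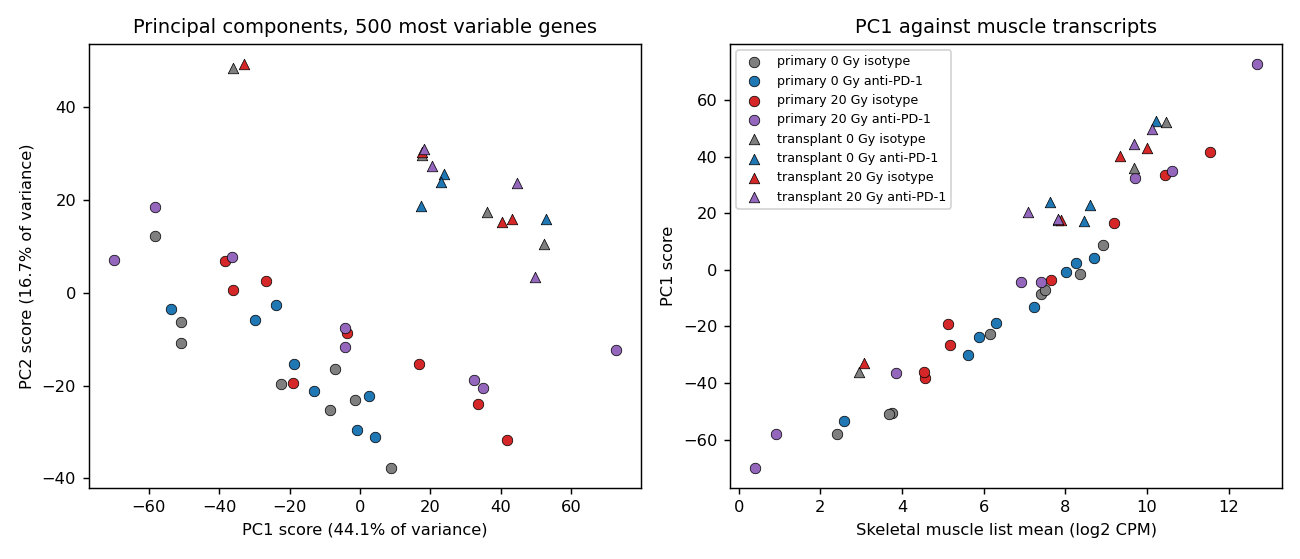
Principal components of the 500 most variable genes in the 48 tumor libraries (left, PC1 against PC2 with their percent of variance) and the score on PC1 against the mean log2 CPM of the skeletal muscle list (right), one point per library, by tumor model and treatment. Transplants and primary tumors part mainly along PC2, of which tumor model accounts for 63.2%, and PC1 follows the muscle list with a Pearson r of 0.952.

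The score on the first component followed the mean of the skeletal muscle list over the 48 libraries, with a Pearson r of 0.952 and a Spearman rho of 0.945 (permutation p 1e-05 for both, the smallest that 100000 permutations can give). Without the 2 libraries farthest from the median of the list mean, r was 0.948. It was 0.978 within the 32 primary tumors and 0.983 within the 16 transplants. All 9 muscle list genes were among the 500 most variable genes, and Acta1 ran from 1.16 to 14.24 log2 CPM.

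The spread among tumors of one group was compared because transplants came from one cell line and primary tumors arose independently. The distance to the mean of the group averaged 86.8 (SD 16.6) in the 16 transplants, in log2 CPM over all tested genes, and differed by -21.0 from the mean of the 32 primary tumors, whose SD was 21.6 (permutation p 0.00043, two-sided). On the same scale the difference, transplant minus primary, ran from -28.1 without replicate 1 of each transplant group (permutation p 4e-05) to -15.7 without replicate 4 (permutation p 0.023). Over the 500 most variable genes, where distances are smaller, the means were 38.5 and 48.6 (permutation p 0.018). By group, the mean distance ran from 82.2 in transplants given 0 Gy and anti-PD-1 to 125.2 in primary tumors given 20 Gy and anti-PD-1.

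The study asked whether the share of genes expressed differed between the models. At 1 CPM or more, 14032 ± 184 genes (SD, n = 4) were detected in untreated transplants and 13750 ± 214 (n = 8) in untreated primary tumors, a difference of 282 that did not pass 0.05 in an exact two-sided permutation test (p 0.0566, 495 splits). It passed without transplant_0Gy_isotype replicate 1, with a difference of 344 (exact permutation p 0.0424). Over the 48 libraries the difference was 93.1 (permutation p 0.252). At 5 CPM it was 214 among untreated tumors (exact permutation p 0.0687) and passed 0.05 over the 48 libraries (permutation p 0.0325).

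Untreated transplants were compared with untreated primary tumors to ask what tumor model alone changes. Of the 19327 genes tested, 750 were higher and 1238 lower in transplants (edgeR adjusted p under 0.05), and 597 and 751 of these changed at least 2-fold. The median absolute log2 fold change of the 1988 genes was 1.51. With limma voom, the alternative that raised the number most, 3121 genes passed, and leaving out 1 of the 4 transplants gave 1009 (without transplant_0Gy_isotype replicate 4) to 1414 (without replicate 3). Under anti-PD-1 alone, 656 genes were higher and 765 lower in transplants than in primary tumors. After radiation alone the numbers were 478 and 464, and after the combination 588 and 719. The last comparison rested on the spread shared by the 8 groups, since a fit of its own groups alone called 2 genes. In all 4 comparisons 237 genes passed, all of them with the same sign (57 higher and 180 lower in transplants), out of 3404 that passed in at least one.

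**Figure D2:**
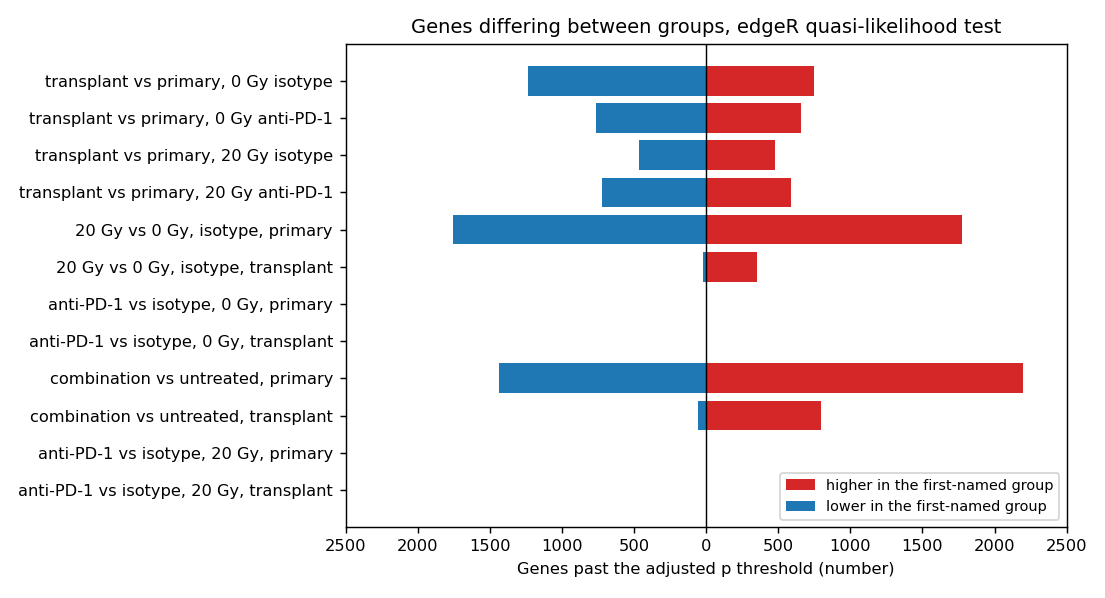
Numbers of genes with an adjusted p under 0.05 (edgeR) in the 12 comparisons of 2 groups, as bars for genes higher and lower in the first group named. The comparisons of tumor models and of radiation or the combination with untreated tumors gave 372 to 3635 genes, and the 4 comparisons of anti-PD-1 with isotype gave 0.

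Among untreated tumors, the genes named by the fixed rule as most raised in transplants were Stra6, Nqo1, Ly6i, Fam110c and Pthlh, with log2 fold changes from 3.55 to 4.24. Nqo1 (chromosome 8, 107388225 to 107403206, - strand, protein coding, ENSMUSG00000003849.8) averaged 160 ± 27.6 CPM (SD, n = 4) in transplants and 9.55 ± 5.14 (n = 8) in primary tumors, a log2 fold change of 4.07 (SE 0.581, edgeR adjusted p 1.09e-05, 4.22e-10 to 9.98e-05 over the alternatives). Stra6 (chromosome 9, 58063788 to 58153996, + strand, protein coding, ENSMUSG00000032327.14) averaged 392 ± 74.7 CPM against 20.8 ± 26.4, a log2 fold change of 4.24 (SE 0.979, edgeR adjusted p 0.00362, 2.34e-05 to 0.0231 over the alternatives). The most lowered were Dlk1, AW551984, Stmn2, Rian and Emx2, with log2 fold changes from -4.55 to -5.82. Dlk1 (chromosome 12, 109452823 to 109463336, + strand, protein coding, ENSMUSG00000040856.17) averaged 8.78 ± 4.83 CPM against 497 ± 522, a log2 fold change of -5.82 (SE 1.3, edgeR adjusted p 0.00252, 9.27e-09 to 0.0184 over the alternatives). The non-coding gene Rian (chromosome 12, 109603940 to 109661716, + strand, processed transcript, ENSMUSG00000097451.10) averaged 8.73 ± 3.7 CPM against 220 ± 89.3, a log2 fold change of -4.66 (SE 0.579, edgeR adjusted p 8.78e-07, 6.18e-21 to 0.000167 over the alternatives).

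Under the other treatments several of these genes were named again. Stra6 and Pthlh were among the most raised in transplants under anti-PD-1 (log2 fold changes 4.13 and 3.90) and after radiation (5.41 and 5.36). Rian was among the most lowered under both treatments (-4.28 and -4.49), as was its neighbor Meg3 (chromosome 12, 109541001 to 109571726, + strand, lincRNA, ENSMUSG00000021268.17; -4.12 and -4.26). The other genes named under anti-PD-1 were Prl2c2, Nqo1 and Slpi among the raised and Stmn2, AW551984 and Cldn1 among the lowered. After radiation they were Mmp10, Mmp13 and Nppc among the raised and Dlk1, Cnn1 and AW551984 among the lowered. After the combination, the rule named Wincr1, Prl2c2, Klra4, Stap1 and Cd244a (log2 fold changes 2.24 to 2.72) and Col15a1, Efemp1, Bmp6, Ccdc3 and Ccn2 (-2.54 to -3.11).

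The study described immune pathways as higher in untreated transplants, so marker lists were compared between untreated tumors. None of the 22 lists passed after adjustment, while 7 had an unadjusted p under 0.05 (exact two-sided permutation over 495 splits) and limma's fry called 4. Closest were MHC class II presentation, 9.55 ± 0.54 log2 CPM in transplants (SD, n = 4) and higher by 1.55 than in primary tumors (SD 0.65, n = 8, exact permutation p 0.00404, adjusted p 0.0519), and extracellular matrix, 9.56 ± 0.22 against 10.86 ± 0.59, a difference of -1.30 (exact permutation p 0.00404, adjusted p 0.0519). All 4 transplants lay below all 8 primary tumors for the matrix list, and 3 lay above them for the MHC class II list. The activated CD8 T cell list was higher by 1.22 and the anti-inflammatory macrophage list by 1.06 (both exact permutation p 0.00606, adjusted p 0.0622), neutrophils by 1.84 (adjusted permutation p 0.0732), T cells by 1.71 (adjusted permutation p 0.0982) and B and plasma cells by 0.94 (adjusted permutation p 0.131). MHC class I presentation was higher by 0.90 and synapse and axon lower, at -0.52 (both adjusted permutation p 0.183). The 4 lists called by fry were activated CD8 T cells (adjusted p 0.0174), MHC class I presentation (0.017), T cells (0.0441) and extracellular matrix (0.0127). The other 13 lists had adjusted permutation p-values from 0.262 to 0.999, with differences of 1.18 for red blood cells, 1.71 for skeletal muscle, 1.59 for adipose tissue, 0.46 for regulatory T cells, 0.40 for interferon response, 0.28 for NK and cytotoxic cells and 0.08 for peripheral nerve glia. They were 0.02 for dendritic cells, 0.00 for cell cycle, -0.02 for macrophages, -0.05 for the TGF-beta pathway, -0.14 for p53 targets and -0.23 for endothelium.

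Of the 38 study genes, 9 were higher in untreated transplants (Irf1, Cd274, Cxcl16, Ccl3, Ptgs2, Pdcd1, Havcr2, Icos and Cd8a) and Entpd1 was lower. Adjusted over the list alone, 14 were higher and 2 lower. Ptgs2 was at 876 CPM in the library of line 402230 labelled parental tumor, where Ptprc was at 0.112 CPM. Its rise therefore need not come from immune cells. Cd274 (chromosome 19, 29367455 to 29388095, + strand, protein coding, ENSMUSG00000016496.7), which encodes the PD-1 ligand PD-L1, was higher by a log2 fold change of 1.76 (edgeR adjusted p 0.00653), and its largest adjusted p over the alternatives, 0.059, was past 0.05.

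The effect of radiation alone was taken within each model. In primary tumors (8 against 8), 1776 genes were higher and 1758 lower after 20 Gy (edgeR adjusted p under 0.05), of which 1268 and 348 changed at least 2-fold. The fit of these groups alone moved this most, to 2154 genes, 65.1% of them higher. DESeq2 gave 60.7% higher against 50.3% with edgeR. In transplants (4 against 4), 352 genes were higher and 20 lower, of which 264 and 12 changed at least 2-fold. That number moved the most under limma voom, which called 1606, and leaving out 1 of the 8 transplants gave 72 (without transplant_0Gy_isotype replicate 4) to 631 (without its replicate 3).

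In primary tumors the rule named Slfn4, Acod1, F10, Cxcl9 and Apol6 as most raised by radiation, with log2 fold changes from 3.25 to 4.07. Slfn4 (chromosome 11, 83175186 to 83190216, + strand, protein coding, ENSMUSG00000000204.16; counts uncertain because of close Slfn family members) averaged 332 ± 196 CPM after 20 Gy (SD, n = 8) and 19.7 ± 32.7 (n = 8) in untreated tumors (SE of the log2 fold change 0.692, edgeR adjusted p 4.96e-05). Acod1 (chromosome 14, 103046977 to 103056573, + strand, protein coding, ENSMUSG00000022126.6) averaged 32.7 ± 15 CPM against 2.08 ± 1.83, a log2 fold change of 3.98 (SE 0.605, edgeR adjusted p 1.12e-05). The most lowered were Pcyt1b, Sema7a, Hmgcs1, Depdc1b and Pimreg (log2 fold changes -1.35 to -2.08). Pcyt1b (chromosome X, 93654863 to 93749951, + strand, protein coding, ENSMUSG00000035246.16) averaged 2.72 ± 1.03 CPM against 11.5 ± 4.74 (SE 0.286, edgeR adjusted p 2.98e-06). Trp53 itself was higher after radiation in primary tumors by a log2 fold change of 0.52 (SE 0.177, edgeR adjusted p 0.0343, 0.0188 to 0.0856 over the alternatives) and in transplants by 0.44 (edgeR adjusted p 0.526).

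In transplants the rule named Mmp13, Ifit3b, Rsad2, Fpr1 and Ifit3 as most raised by radiation (log2 fold changes 3.27 to 3.66) and Idi1, Gas2, Cyp51, Insig1 and Net1 as most lowered (-1.15 to -2.02). Mmp13 (chromosome 9, 7272514 to 7283331, + strand, protein coding, ENSMUSG00000050578.10) averaged 400 ± 255 CPM (SD, n = 4) against 31.6 ± 13.6 (n = 4), with an SE of 0.727 (edgeR adjusted p 0.00357). Idi1 (chromosome 13, 8885501 to 8892451, + strand, protein coding, ENSMUSG00000058258.14) averaged 3.91 ± 0.568 CPM against 15.9 ± 4.13, with an SE of 0.486 (edgeR adjusted p 0.0183, 0.00071 to 0.0715 over the alternatives). The p53 target Cdkn1a (chromosome 17, 29090976 to 29100727, + strand, protein coding, ENSMUSG00000023067.13) rose in both models, by a log2 fold change of 2.21 (SE 0.234, edgeR adjusted p 3.17e-08) in primary tumors, from 47.2 ± 17.4 to 218 ± 35.2 CPM, and by 1.77 (SE 0.326, edgeR adjusted p 0.00228) in transplants, from 57.7 ± 19.1 to 197 ± 22.6 CPM.

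Of the 22 lists, 4 were higher and 1 lower after radiation in primary tumors. The p53 targets rose from 4.98 ± 0.12 to 5.66 ± 0.23 log2 CPM (SD, n = 8 each; exact permutation p 0.000155, adjusted p 0.0239), with 8 of 8 irradiated tumors above all untreated ones. The interferon response list rose by 2.47, from 5.66 ± 0.96 to 8.12 ± 0.40 (exact permutation p 0.000311, adjusted p 0.0239; 7 of 8 above all). MHC class I presentation rose from 7.37 ± 0.66 to 8.87 ± 0.33 (exact permutation p 0.000622, adjusted p 0.0287; 5 of 8) and macrophages by 0.71 (exact permutation p 0.000777, adjusted p 0.0287; 5 of 8). The cell cycle list fell by 0.87, from 6.41 ± 0.30 to 5.54 ± 0.50 (exact permutation p 0.00124, adjusted p 0.0308). Of these lists, fry called all 5, and it also called activated CD8 T cells (higher by 1.14, adjusted permutation p 0.0503) and NK and cytotoxic cells (higher by 1.48, adjusted permutation p 0.119). In transplants, 4 libraries against 4 could not pass after adjustment. The exact permutation p was 0.0286, the smallest possible (adjusted p 0.119), for interferon response (2.32), NK and cytotoxic cells (1.35), MHC class I presentation (1.04), macrophages (0.93), p53 targets (0.61) and cell cycle (-0.39), with no overlap between the groups. Of the lists in transplants, fry called 4: interferon response, macrophages, MHC class I presentation and p53 targets.

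**Figure D3:**
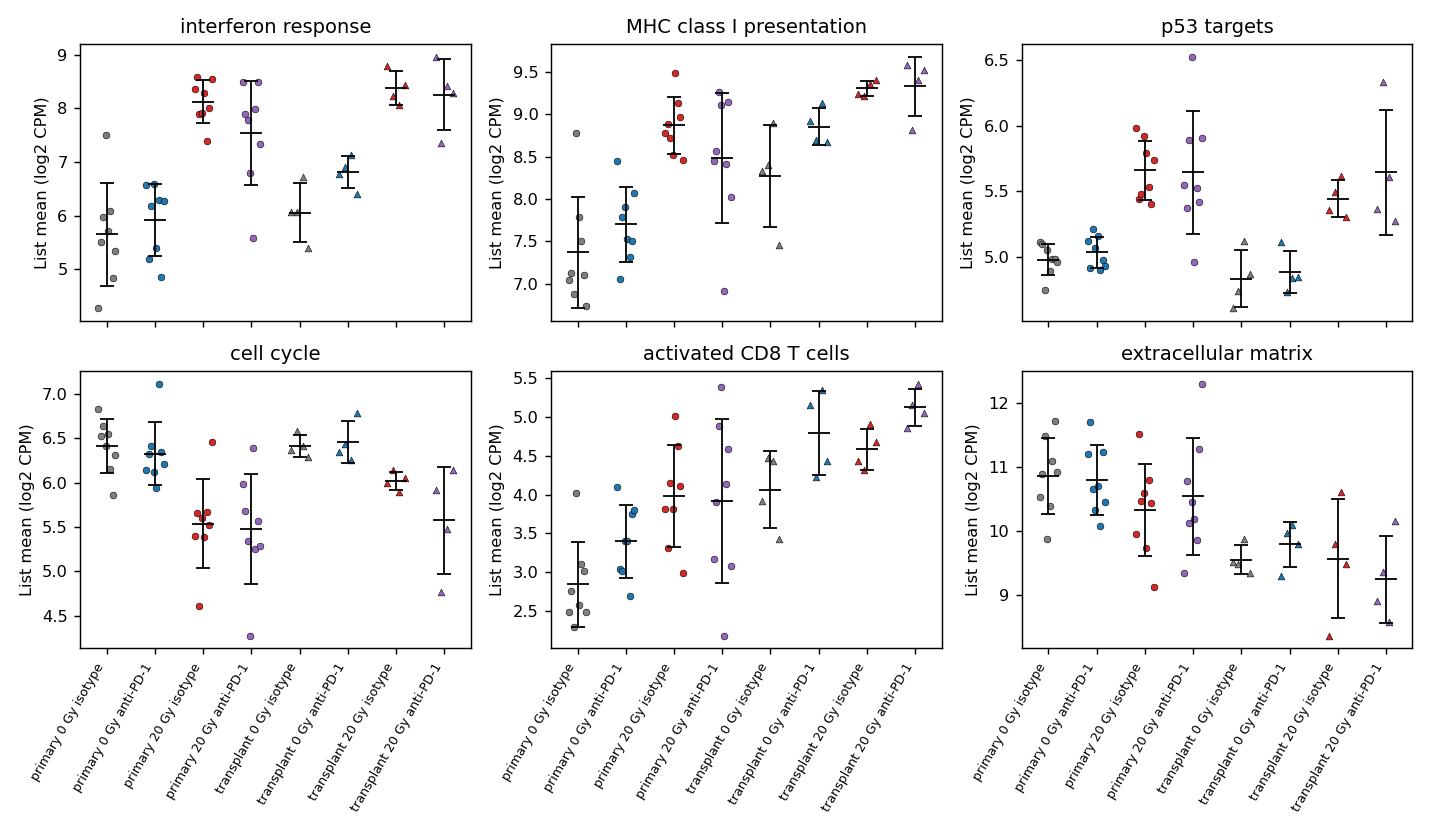
Mean log2 CPM of 6 gene lists per library in the 8 groups (points), with the mean and SD of each group: interferon response, MHC class I presentation, p53 targets, cell cycle, activated CD8 T cells and extracellular matrix. Interferon response was higher at 20 Gy by 2.47 in primary tumors and by 2.32 in transplants given the isotype antibody, and extracellular matrix was lower in untreated transplants, 9.56 against 10.86.

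The effect of radiation was then set side by side between models. Over all 19327 genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.324 and a Spearman rho of 0.23. Both models called 312 genes, 311 of them with the same sign. In all, 96.2% of the 372 genes called in transplants had the same sign in primary tumors, and 80.6% of the 3534 genes called in primary tumors had the same sign in transplants. Among the 38 study genes, 25 were higher and 3 lower after radiation in primary tumors (30 and 3 adjusted over the list alone), the lower ones being Cx3cr1, Entpd1 and Mki67. In transplants 6 were higher with edgeR (Irf7, Ccl5, Isg15, Ifit1, Ifit3 and Mx1, or 16 adjusted over the list alone) and 8 with DESeq2. With either tool 0 were lower there. The difference between the effects was tested as an interaction, which 1 gene passed (edgeR, 1908 at an unadjusted p under 0.05, DESeq2 4, limma voom 3). Chosen after its values were seen, this gene was Swap70 (chromosome 7, 110221711 to 110283506, + strand, ENSMUSG00000031015.8). It rose in transplants by a log2 fold change of 0.58 from 69.9 ± 9.33 CPM (SD, n = 4) and fell in primary tumors from 99 ± 12.8 to 78.4 ± 7.01 CPM (SD, n = 8), a difference in log2 fold change of 0.92 (SE 0.167, edgeR adjusted p 0.0398). With RLE size factors its adjusted p was 0.0924.

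For anti-PD-1 alone, no gene passed in primary tumors (edgeR, 707 at an unadjusted p under 0.05, where 966 are expected by chance, DESeq2 6) or in transplants (edgeR, 0.678% of the genes tested at an unadjusted p under 0.05, DESeq2 1). Chance alone would give 5%, so the edgeR test was strict in transplants. A count of 0 genes there does not show that anti-PD-1 changed nothing. None of the 38 study genes passed in either model with edgeR or DESeq2, over all genes or over the list alone. Of the lists, 4 had an unadjusted p under 0.05 in primary tumors. The closest was regulatory T cells, at 2.42 ± 0.50 log2 CPM after anti-PD-1 (SD, n = 8) against 1.34 ± 0.66 (n = 8), a difference of 1.07 that did not pass after adjustment (exact permutation p 0.00326, adjusted p 0.0503), while fry called it (adjusted p 0.0327). T cells were also higher by 1.07 (exact permutation p 0.0241, adjusted p 0.119). In transplants the closest lists were interferon response (0.75) and regulatory T cells (0.72), both with an exact permutation p of 0.0571, and fry called 0. Adding anti-PD-1 to 20 Gy gave 0 genes in primary tumors (edgeR, 1955 at an unadjusted p under 0.05, DESeq2 44) and 0 in transplants (edgeR, 513 at an unadjusted p under 0.05, DESeq2 1). The interaction of anti-PD-1 with tumor model gave 0 genes (edgeR, 147 at an unadjusted p under 0.05, DESeq2 1). For transplants at 20 Gy and for this interaction the unadjusted counts were also below the 966 expected, with the same limit.

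Radiation with anti-PD-1, the combination that cured transplants in the study, was compared with untreated tumors. In primary tumors 2197 genes were higher and 1438 lower (edgeR adjusted p under 0.05), and in transplants 798 were higher and 54 lower. Both models called 654 genes, all 654 with the same sign. In primary tumors Acod1 (log2 fold change 4.45, SE 0.618, edgeR adjusted p 5.14e-06), F10, Apol6, Il1rn and Cd300lf were named as most raised, and Itgbl1, Cd34, Sertad4, Phf19 and Mtmr11 as most lowered (-1.18 to -1.70). In transplants Slfn4 (log2 fold change 3.81, SE 0.967, edgeR adjusted p 0.0139), Ifit1bl1, Fpr1, Rsad2 and Irf7 were named as most raised, and Idi1, Cyp51, Mum1l1 and Pcyt1b were among the most lowered (-1.41 to -1.79). Of the study genes, 25 were higher and 2 lower in primary tumors (30 and 3 adjusted over the list alone). In transplants 11 were higher with edgeR (22 higher and 1 lower adjusted over the list alone) and 17 with DESeq2. With either tool 0 were lower there over all genes. The interaction of the combination with tumor model gave 0 genes (edgeR, 1237 at an unadjusted p under 0.05, DESeq2 4).

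In primary tumors the combination raised the p53 target list by 0.67 (exact permutation p 0.000932, adjusted p 0.0287; 7 of 8 above all untreated tumors) and lowered the cell cycle list, with a difference of -0.94 (exact permutation p 0.0014, adjusted p 0.0308). Interferon response was higher by 1.89 (exact permutation p 0.00311, adjusted p 0.0503) and neutrophils by 2.37 (exact permutation p 0.00544, adjusted p 0.0622), the largest of the 22 differences. In all fry called 6 lists here, namely p53 targets, cell cycle, interferon response, neutrophils, MHC class I presentation (higher by 1.12, adjusted permutation p 0.0917) and activated CD8 T cells (higher by 1.07, adjusted permutation p 0.119). In transplants 7 lists had the smallest possible exact permutation p of 0.0286 (adjusted p 0.119): interferon response (2.20), NK and cytotoxic cells (1.90), macrophages (1.20), activated CD8 T cells (1.06), regulatory T cells (1.01), p53 targets (0.81) and cell cycle (-0.84). There fry called 7 lists, MHC class I presentation and these without regulatory T cells. Differences between models in the list effects were tested 66 times, for the 22 lists and radiation, anti-PD-1 and the combination, and none passed. The smallest p was for radiation and anti-inflammatory macrophages, -0.56 in transplants and 0.57 in primary tumors (permutation p 0.0064 over 245025 permutations, adjusted p 0.423).

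The 2 libraries of line 402230, from which the transplants were derived, were set beside the 8 untreated primary tumors as values, since neither had a replicate. Ptprc, which encodes the leukocyte antigen CD45, stood at 0.112 CPM (5 counts) in the library labelled parental tumor and at 81.9 CPM (3779 counts) in the library labelled cell line, against a lowest of 67.7 and a median of 81.5 CPM in the untreated primary tumors. The macrophage list mean was -2.63 log2 CPM in the library labelled parental tumor and 6.76 in the library labelled cell line, against 7.33 to 8.12. The cell cycle list mean was 8.18 and 5.86, against 5.89 to 6.78.

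**Figure D4:**
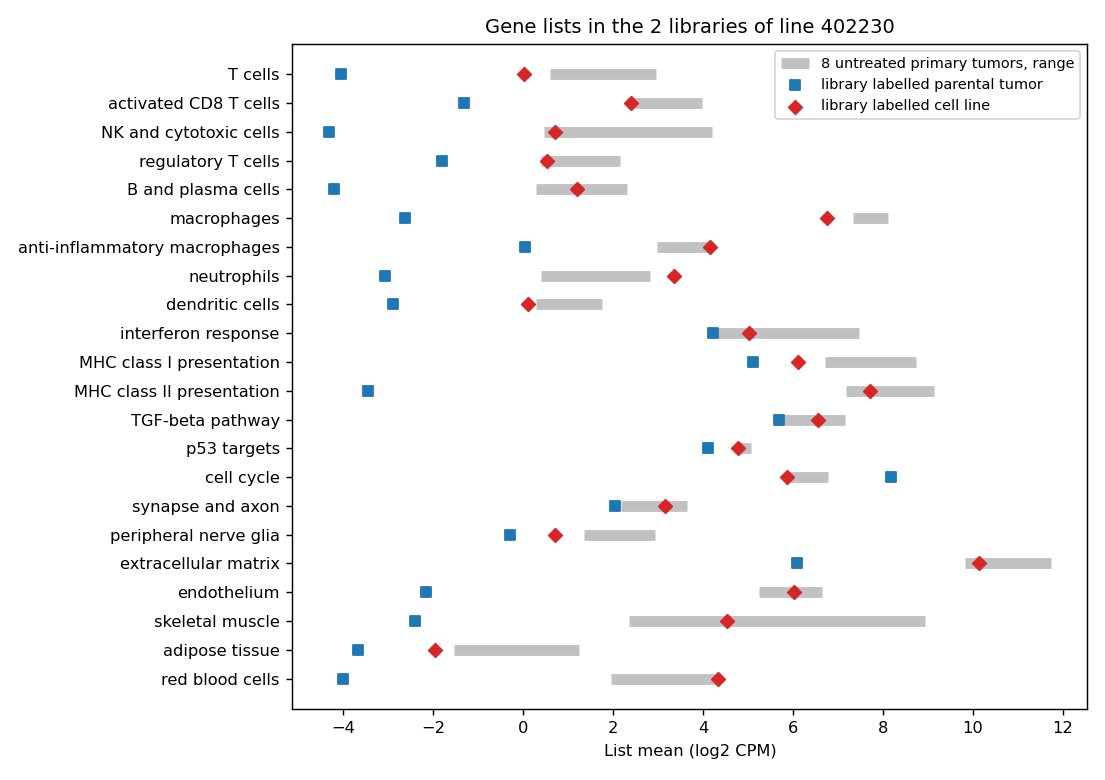
Mean log2 CPM of the 22 gene lists in the library labelled parental tumor and the library labelled cell line of line 402230 (points), with the range of the 8 untreated primary tumors (bars). In the library labelled cell line MHC class II presentation was at 7.72, inside the range of 7.17 to 9.14, and in the library labelled parental tumor it was at -3.44.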

Values the study reported

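In primary tumors 3 days after treatment, the study reported about 15% fewer nonsynonymous mutations with anti-PD-1 and about 40% fewer when radiation was added.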

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

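The tests on the 2 libraries of line 402230 were chosen only after those values had been seen, and the search for single libraries far from their group was planned. It made 192 tests, on the 22 list means, the genes detected and the distance to the mean of the group in each of the 8 groups of tumors, and found 6 libraries with a gap to the nearest library of their group above Dixon's limit for 95%. Chance gives about 1 in 20 such tests, which is more than 6 of 192.

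In untreated primary tumors, replicate 4 had an activated CD8 T cell list mean of 4.02 log2 CPM, with the nearest library at 3.11 and the lowest at 2.30, and replicate 5 had a macrophage list mean of 8.17, with the nearest at 7.68 and the lowest at 7.34. In primary tumors given anti-PD-1 alone, replicate 4 had a neutrophil list mean of 4.96, with the nearest at 2.33 and the lowest at 0.258, and replicate 6 had a cell cycle list mean of 7.11, with the nearest at 6.42 and the lowest at 5.94. In transplants given radiation alone, replicate 3 had the highest regulatory T cell list mean, 2.42 (nearest 2.02, lowest 1.94). Replicate 1 of that group had the lowest anti-inflammatory macrophage list mean, 3.6, with the nearest at 4.46 and the highest at 4.55. The totals of these libraries, 37743696 to 53307204 counts, lay within those of the 48 tumors. Within their groups, replicate 5 of the untreated primary tumors and transplant_20Gy_isotype replicate 3 were the shallowest and transplant_20Gy_isotype replicate 1 the deepest, so depth stays open for these 3. Their 10 most abundant genes took 5.41 to 11.5% of counts, within the 5 to 15.2% of all tumors. No group of the design separates these libraries from the others of their group, so no biological explanation was tested.

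The effect of radiation differed between tumor models for 1 gene, Swap70, named after its values were seen. It rose in transplants by a log2 fold change of 0.58 and fell by 0.34 in primary tumors. The difference of 0.92 had an adjusted p of 0.0398 with edgeR, 0.00396 with DESeq2, 0.0924 with RLE size factors and 0.00617 with limma voom. Under other splits of the libraries, with tumor model permuted within treatment and only these groups fitted, 100 of 100 gave as many genes, because the real split gave 0 in that fit. That count is fixed by the 0 and says nothing about Swap70.

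In the library labelled cell line of line 402230, Ptprc stood at 81.9 CPM, and in the library labelled parental tumor at 0.112 CPM, against a lowest of 67.7 and a median of 81.5 CPM in untreated primary tumors. Both libraries were outside the comparisons. The 70 genes of 10 lists were examined in both, namely T cells, NK and cytotoxic cells, B and plasma cells, macrophages, anti-inflammatory macrophages, neutrophils, dendritic cells, endothelium, red blood cells and skeletal muscle, without the activated CD8 T cell and regulatory T cell lists. Of the 69 genes detected at 0.1 CPM or more in either library, 66 were higher in the library labelled cell line, with a median log2 difference of 6.58, and 65 of the 69 lay below the range of the untreated primary tumors in the library labelled parental tumor. The most abundant of these genes in the library labelled cell line were Mmp9, at 356 CPM there and 1.45 in the library labelled parental tumor, Ptgs2 at 286 and 876, C1qa at 254 and 0.067, Csf1r at 234 and 0.492 and C1qb at 231 and 0.0447, so that Ptgs2 went the other way. Among the endothelial, red blood cell and muscle genes were Cdh5 with 5165 counts and 10, Hbb-bs with 5641 counts and 2 and Acta1 with 2610 counts and 21, chosen after their values were seen. RNA from a few other cells in a culture would leave these genes far below the level of a tumor, and it would not take them from the tumor. It is argued against by the 44 genes that lay within the range of the 8 untreated primary tumors in the library labelled cell line. An exchange of the labels of the 2 libraries may explain the pattern, with 66 of 69 genes in the direction it needs, and the cell cycle list, at 8.18 in the library labelled parental tumor against 5.89 to 6.78 in untreated primary tumors, lies in the direction of cells growing in culture. The exchange was found and tested on the same values and remains a hypothesis, and the labels were kept as given. At depths of 48457411 and 41226531 counts the difference does not rest on counting error.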

How the results depend on the processing

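The alternatives that added the library labelled cell line, the skeletal muscle covariate, the Xist and Y-linked covariates and the removal of the gene length trend were chosen only after the results had been seen. The others were planned. No paired analysis was possible because the replicate numbers follow accession order only and pair no libraries. Where no cause is stated below, the cause was not tested.

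With RLE size factors, each number of genes stayed within 1.5 times that with TMM, except that the radiation interaction went from 1 gene to 0. It was also 0 with no low-count filter, in a fit of only the groups compared, with the library labelled parental tumor added, with the library labelled cell line added, with the skeletal muscle list mean as a covariate and with the gene length trend removed. DESeq2 gave 4 genes for this interaction, 1 of them shared with edgeR, and limma voom gave 3, also with 1 shared. The DESeq2 genes were Swap70, Mmp13, Arg1 and Tph2, and the voom genes were Swap70, Tph2 and Lbh, all named after their values were seen.

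Without the low-count filter, more genes are adjusted for, and transplants against primary tumors after the combination gave 742 genes (680 of the 1307 kept), and radiation in transplants 228 (226 of the 372 kept). A fit of only the groups compared gave 2 genes for transplants against primary tumors after the combination (Gm17833 and Zfp51, named after their values were seen), 2154 for radiation in primary tumors (2017 of 3534 kept), 1047 for radiation in transplants (329 of 372 kept; 82.3% higher, against 94.6%) and 1396 for the combination in primary tumors (1381 of 3635 kept; 72.1% higher, against 60.4%). These fits estimate the spread from fewer libraries.

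DESeq2 gave 1436 genes for transplants against primary tumors after radiation (923 of 942 kept; 36.4% higher in transplants, against 50.7%), 2043 after the combination (1289 of 1307 kept) and 600 for radiation in transplants (all 372 kept). For anti-PD-1 it gave 6 genes in primary tumors and 1 in transplants at 0 Gy, 44 in primary tumors and 1 in transplants at 20 Gy. It gave 1 gene for the anti-PD-1 interaction and 4 for the combination interaction, all where edgeR gave 0. The gene in transplants and in the anti-PD-1 interaction was Skint3 (adjusted p 0.936 to 1 with edgeR), and those in the combination interaction were Abi1, Skint3, Arg1 and Nr4a1, named after their values were seen.

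With limma voom, transplants against primary tumors gave 3121 genes at 0 Gy and isotype (1856 of 1988 kept), 2464 under anti-PD-1 (1317 of 1421), 2111 after radiation (902 of 942) and 795 after the combination (631 of 1307; 68.3% higher, against 45.0%). Of the 2111 genes after radiation, 57.4% were higher in transplants, against 50.7% with edgeR and 36.4% with DESeq2. Radiation in transplants gave 1606 with limma voom (all 372 kept), the combination in primary tumors 1792 (1758 of 3635) and in transplants 1574 (849 of 852). With the library labelled cell line added to the untreated primary tumors, anti-PD-1 at 0 Gy gave 1 gene, Mab21l2, named after its values were seen. With fry, 4 lists passed between untreated tumors of the 2 models and 25 for the treatments, against 0 and 7. With RLE size factors the treatments gave 10 lists and with medians of lists 5.

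Leaving out 1 transplant library at a time gave these lowest and highest numbers of genes. Between untreated tumors of the 2 models there were 1009 (without transplant_0Gy_isotype replicate 4) to 1414 (without replicate 3), with 1174 without replicate 1 and 1039 without replicate 2. Under anti-PD-1 there were 627 (without transplant_0Gy_antiPD1 replicate 1) to 1236 (without replicate 2), with 654 without replicate 3. After radiation there were 350 (without transplant_20Gy_isotype replicate 4) to 575 (without replicate 3), with 538 without replicate 1 and 559 without replicate 2. After the combination there were 154 (without transplant_20Gy_antiPD1 replicate 3) to 1664 (without replicate 4), with 683 without replicate 1 and 527 without replicate 2. Radiation in transplants gave 72 (without transplant_0Gy_isotype replicate 4) to 631 (without its replicate 3), with 91 without its replicate 1 and 30.9% of the 372 without its replicate 2, and 197 and 196 without transplant_20Gy_isotype replicates 1 and 4. The combination in transplants gave 270 (without transplant_0Gy_isotype replicate 4) to 917 (without its replicate 3), with 343 without its replicate 1 and 370 without its replicate 2, and 518 and 540 without transplant_20Gy_antiPD1 replicates 2 and 3. The radiation interaction gave 2 genes without transplant_20Gy_isotype replicate 3 (Swap70 and Tph2, named after their values were seen) and 0 without each of the other transplants left out. The combination interaction gave 1 gene, Nr4a1, without transplant_20Gy_antiPD1 replicate 4, and 0 otherwise. Anti-PD-1 in transplants at 0 Gy and at 20 Gy and the anti-PD-1 interaction gave 0 in each case.

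Leaving out transplants was no test of the lists, since the 7 lists past the threshold came from comparisons within primary tumors. The share of variance of tumor model was 15.9 to 22.3% over the other settings and 18 to 22.0% when the transplants with the same replicate number were left out of all groups together. The difference in distance to the mean of the group was -15.7 to -28.1 when they were left out in that way. The difference in genes detected was 210 to 344 over untreated transplants left out, and it passed 0.05 only without transplant_0Gy_isotype replicate 1 (344). Study genes past the threshold over the 7 comparisons were 82 with edgeR, 96 with DESeq2 and 84 with RLE size factors.

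Of 162 results for single named genes under 1004 settings other than leaving out a library, 929 kept their direction and their side of the threshold, 75 kept the direction and no longer passed (46 results) and 0 reversed. Leaving out a library gave 488 values for 86 results, of which 347 kept both, the others no longer passed (39 results) and 0 reversed. Genes named as largest had been chosen for no overlap between the groups. Leaving out a library could not reverse these, so the 0 is no test of their direction. With DESeq2 all 162 kept both. Depth was tested on the genes detected: thinning each library to the smallest total moved the difference between untreated transplants and primary tumors from 282 to 259 genes (exact permutation p 0.0747).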

Other observations

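The relation of the first component to skeletal muscle and the tests of gene length were chosen only after the results had been seen, as were the covariates for muscle and sex and the comparison of arrangements of libraries with separate libraries. The number of splits drawn was raised to 100 after counts from fewer splits had been seen.

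Skeletal muscle in the tissue sampled may account for the first principal component. The muscle list genes were themselves among the most variable genes, so the component was computed again without them and without immunoglobulin and T cell receptor segments, and its Spearman rho with the muscle list mean was still 0.941. The gastrocnemius is the site of both models, so the share of muscle in a sample could be set by dissection or by how tumors grow into muscle, which these counts do not separate. As a whole cause of the differences between groups, muscle is argued against. With the muscle list mean as a covariate, 1781 of the 1988 genes that differed between untreated transplants and primary tumors (89.6%) still passed, and 3212 of the 3534 genes for radiation in primary tumors (90.9%).

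Other technical explanations were tested in the same way. Sex is given for no mouse in the labels. With Xist and the mean of 4 Y-linked genes as covariates, 3125 of the 3534 genes for radiation in primary tumors (88.4%) still passed. For the combination in primary tumors the share was 84.3%. In transplants, 323 of the 372 genes for radiation (86.8%) and 748 of the 852 for the combination (87.8%) still passed. Transplants were not compared with primary tumors under these covariates, so sex stays open there. The 4 genes were read in every transplant. Their mean was -4.39 to -1.69 log2 CPM in replicates 2, 3, 4, 7 and 8 of the untreated primary tumors. Log2 fold changes were related to gene length over 19313 genes, with a Spearman rho of -0.26 for radiation in primary tumors and -0.257 between untreated tumors of the 2 models. It had the other sign for radiation in transplants (0.175) and between the models after radiation (0.133), and it was 0.356 for the interaction of radiation with tumor model. Over the 15 comparisons rho ran from -0.288 to 0.356 with gene length and from -0.193 to 0.108 with GC content. After the trend of each library on gene length was removed, 2950 of the 3534 genes (83.5%) and 1665 of the 1988 genes (83.8%) still passed, so the trend is argued against as the whole cause of either. Its source was not tested.

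Every transplant came from line 402230, so what is peculiar to that line and what is general to transplantation fall on the same libraries. In the library labelled cell line, 80.6% of the 1988 genes lay on the side of the transplants relative to the median untreated primary tumor, and in the library labelled parental tumor 67.7%. In the 8 primary tumors given anti-PD-1 alone the share was 47.7 to 72.4%, with a median of 57.1%. For these genes as a set, the line and the tumor model cannot be told apart. One line stands behind every transplant, and the labels of the 2 libraries are in doubt. Single genes differed in this respect. Nqo1 was at 274 CPM in the library labelled parental tumor and 229 in the library labelled cell line, against 3.78 to 17.4 in untreated primary tumors. Whichever label is right, Nqo1 was thus above that range in the parental tumor, a single library. Rian was at 3.02 and 79.9 CPM, against a median of 203, and Stra6 at 34.5 and 303, against 0.15 to 78.5.

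More genes passed for radiation in primary tumors (3534) than in transplants (372). The 8 libraries per group against 4 may explain this. In 40 draws of 4 irradiated and 4 untreated primary tumors, fitted alone, the number of genes had a median of 284 and ran from 1 to 3733, and in 36 draws it was no higher than the 1047 of the transplants in a fit of the same size. A stronger effect in primary tumors was not shown by these numbers.

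Other splits of the same libraries were fitted to ask whether chance alone could give as many genes, counting the real split and fitting only the groups compared. Between transplants and primary tumors, 1 of 100 splits gave as many at 0 Gy and isotype, 1 of 100 under anti-PD-1 and 1 of 100 after radiation, so chance can be excluded at the 5% level. After the combination 5 of 100 did, in a fit whose real split gave 2 genes, and this count does not exclude chance. For radiation, 1 of 100 splits did in primary tumors, which excludes chance there, and 2 of 35 in transplants, which does not. The split of the transplants with more genes, 3202, set transplant_0Gy_isotype replicates 1, 2 and 4 with transplant_20Gy_isotype replicate 1 against the other transplants. Their muscle list means were 2.94, 7.82, 9.69 and 3.07, against 10.47, 9.99, 9.34 and 7.88, so the split follows muscle in part. With the muscle covariate, radiation in transplants gave 507 genes and kept all 372. For the combination, 1 of 100 splits in primary tumors and 1 of 35 in transplants gave as many, and chance can be excluded there. For anti-PD-1 at 0 Gy, 100 of 100 splits in primary tumors and 35 of 35 in transplants did, and likewise 100 of 100 and 35 of 35 at 20 Gy, since the real splits gave 0 with edgeR. At an unadjusted p under 0.05, the fit of all groups gave 3.66 and 0.678% of the genes tested at 0 Gy and 10.1 and 2.65% at 20 Gy, and DESeq2 with adjustment gave 6 and 1 and 44 and 1. For the interactions of radiation, anti-PD-1 and the combination with tumor model, 100 of 100 splits each gave as many, again with 0 in the real split. Counts against a real split of 0 are fixed by it and carry no information on chance.

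For the comparisons left open by the splits, separate libraries were used as a yardstick, in one direction. The log2 fold changes of radiation in transplants had a Pearson r of 0.428, over 19327 genes in log2 CPM, with those of radiation in primary tumors. Of the 70 arrangements of the 8 transplants, 2 had an r as high, the real one included, and the other had 0.457. Transplants against primary tumors after the combination had an r of 0.751 with the mean of the same comparison under the other 3 treatments, and 1 of 495 arrangements, the real one, had an r as high, with 0.741 the next. Chance among the libraries compared is thereby argued against as the whole cause of the difference between the models after the combination. For radiation in transplants 2.86% of arrangements had an r as high in this one direction. Another arrangement lay above the real one, so chance stays open there. The numbers of genes that pass stay uncertain for both comparisons.

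Dlk1, Meg3 and Rian, which were lower in transplants, lie on the same strand of chromosome 12 between 109452823 and 109661716. Meg3 was lower in transplants by a log2 fold change of -4.12 under anti-PD-1 and -4.26 after radiation. In the 2 libraries of line 402230, Dlk1 was at 47.4 CPM in the library labelled parental tumor and 21.5 in the library labelled cell line, against 160 to 1720 in untreated primary tumors.

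Y-linked genes were read in all 16 transplants, with a mean of the 4 genes from 2.41 to 5.20 log2 CPM. In 8 of them Xist was also read, at 6.13 to 9.18 log2 CPM, and in the others it was at or below -0.11. With Xist were replicate 2 of each group at 0 Gy, replicates 1, 3 and 4 after radiation and 1, 2 and 4 after the combination. Xist was thus uneven over dose. In the libraries of line 402230 labelled parental tumor and cell line, Xist was at -3.44 and -1.92, and the Y-linked mean at 5.66 and 5.79. Sex of the hosts, which the labels do not give, may therefore differ with dose among transplants.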
